A study of Mus musculus with 27 samples.

How the data were processed

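The series comprises 27 samples of mouse testis. Capture Hi-C was made from 6 of them, 3 wild type and 3 homozygous for a CRISPR-Cas9 deletion of a boundary between topologically associating domains (TADs). TADs are stretches of chromosome whose parts contact each other more than they contact their neighbours. RNA-seq was made from 9 samples, 3 of each of 3 genotypes (wild type, heterozygous, homozygous). ChIP-seq was made from 12 samples, 6 for CTCF, a protein found at many TAD boundaries, and 6 input controls; ChIP-seq was not analysed here. Capture Hi-C ligates DNA ends that lie close together in the nucleus and enriches the products from chosen regions with probes before sequencing.

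For each of the 6 capture Hi-C libraries the authors deposited contact counts for pairs of 10 kb bins, with no normalization; the values are whole numbers and pairs without a contact are not listed. Per the labels, the libraries were made with the Arima kit and Agilent SureSelect enrichment; how reads were aligned, filtered and binned is not stated. Files were assigned to libraries by the genotype and number in their names. No genome build is stated, and the ends of the chromosomes (195380000 for the last bin of chromosome 1) fit GRCm38 among the assemblies at hand. Coordinates are those of the deposited bins, counted from 1. For RNA-seq the authors deposited 2 tables from Matrix eQTL, a program that regresses each gene's expression on genotype, one for genes near the deletion (cis) and one for all others (trans). These deposited tables give a t statistic as the score, a p-value with its FDR, and a regression slope. Their p-values equal those of a t distribution with 7 degrees of freedom, which 9 libraries and a line with an intercept leave. The unit of expression and the coding of genotype are not stated, so slopes are given without a unit. The trans table stops at a p-value of 0.00998; its FDR values correspond to 35970 tests. No per-library RNA-seq values were used here.

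The tests, filters, thresholds and named items, and the alternatives called planned, were chosen before the data were examined, with the following departures. The captured region was to be sought on the chromosome with the most contacts, which is 2. No bin there met the rule for a deleted bin. The genes of the cis table lie on chromosome 4, so chromosome 4 was used, and chromosome 2 served as a control region without a deletion. Bins of 25 kb cannot be built from bins of 10 kb, so bin pairs of 20 kb were tested, with 30 kb added as an alternative. The gene table at hand carries no strand, so all bins of a gene were used in place of the bin of its start. The pseudocount planned for normalized values had no use with counts.

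The captured region was the longest run of bins whose mean total over the 6 libraries reached 20% of the 99th percentile, bridging gaps under 100 kb. On chromosome 4 it runs from 102820001 to 110380000 (756 bins of 10 kb, 7560 kb). Within it, a core of 850 kb from 107110001 to 107960000 (85 bins) held 23074 contacts per bin on average, against 3134.52 over the whole region. The core was defined after the values were seen. On chromosome 2 the same rule gave 114820001 to 117500000 (268 bins), with a core of 188 bins. A bin was called deleted when its share of the region's contacts in homozygous libraries was under 0.25 of that in wild-type libraries in every pairing of libraries, and partly deleted when the ratio of means lay between 0.25 and 0.75. These bins were left out of the comparisons unless stated.

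Contacts across the interval were summed per library between the 500 kb on either side, and divided by the number expected if each pair of bins had the mean contact of pairs within either side at the same distance. The log2 ratio was compared between genotypes with a two-sided exact permutation test over 20 arrangements of 3 against 3 libraries, whose smallest p is 0.1; a difference was therefore also held against the larger SD of the groups. A deletion shortens the real distance between its flanks. Distances in homozygous libraries were therefore also shortened by 2 bins, by 3 bins, or by 22.5 kb, the length estimated from the coverage of the 3 affected bins. Further alternatives took the expectation from the decay of contacts with distance on chromosome 2, or balanced the matrices (iterative correction, 200 rounds). The decay was scaled by the contacts of each core, which on chromosome 4 include those across the interval. Balancing kept the deleted bins, whose few contacts in homozygotes were scaled up towards the total of other bins. The measure of contacts across the interval was also taken at 166 positions of the chromosome 2 region, as if each were a boundary. These positions lie 10 kb apart, so neighbouring ones share most of their contacts. Contacts between each cis gene and the 500 kb beyond the interval were measured in the same way, with Benjamini-Hochberg adjustment over the 6 genes. The long-range share was the percentage of contacts within the region spanning more than 200 kb.

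Bin pairs of 20 kb with a mean count of at least 5 were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. The insulation score of a bin was the log2 mean contact between the 250 kb on its left and the 250 kb on its right. It was centred per library over the region. The planned fit did not correct counts for capture, so a low score marks a boundary only among bins captured alike. Scores were tested with limma's moderated test and the same adjustment. Neighbouring scores share contacts and are not independent. Where the labels number libraries 1 to 3 in both genotypes, a replicate block (the number as a term in the model, or an exact sign-flip test of 3 differences, smallest p 0.25) was an alternative. In the chromosome 4 core, deviations of same-numbered libraries from their group means correlated across 82 bins with Pearson r of 0.936, 0.988 and 0.875; bins are not independent replicates. Numbers 1 and 3 also correlated with each other across genotypes (0.836 and 0.919), and the block therefore mainly separates replicate 2. On chromosome 2 the correlation was 0.0846 for replicate 3.

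The named items followed a rule. They were all cis genes, the 4 largest and the 4 most negative slopes in the trans table, up to 3 bin pairs per direction with the smallest adjusted p-values and separated genotypes, and the bins with the largest rise and fall in insulation. Other alternatives were flanks of 250 kb and 1 Mb, other bin sizes, count filters, normalizations, DESeq2, windows of 100 and 500 kb, and leaving out each library in turn. Tested on simulated data, the bin pair fit recovered 95 of 200 pairs changed by 1 log2 unit with 1 false call, and with the replicate block 106 of 200 with 2 false calls. The insulation fit recovered 0 of 60 bins shifted by 0.5, 48 of 60 shifted by 1, and 59 of 60 shifted by 2.

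Depth per library was 5669898 to 7794641 contacts, of which 676540 to 1261808 lay within the chromosome 4 region. Contacts come from sequenced ligation products, so counting error understates the variation between animals. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 was used, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.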

Results

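Capture Hi-C contacts were counted in testis of 3 wild-type and 3 homozygous mice. The wild-type libraries held 6095669, 6937506 and 7321442 contacts, and the homozygous libraries 5669898, 7794641 and 7226469. Contacts within a chromosome made up 82.4% ± 0.234 (SD, n = 3) in wild type and 82.0% ± 0.413 (SD, n = 3) in homozygotes. The share of contacts joining a bin to itself was 9.63% ± 0.296 (SD, n = 3) in wild type and 8.52% ± 0.624 (SD, n = 3) in homozygotes, with no overlap between the genotypes (exact permutation p 0.1, two-sided, the smallest that 3 against 3 libraries allow). The captured region of chromosome 4 took 11.9% to 17.2% of each library. The ratio of its contacts to those of a captured region on chromosome 2 was 0.583, 0.854 and 0.607 in wild-type replicates 1 to 3, and 0.567, 0.826 and 0.608 in homozygous replicates 1 to 3, so that replicate 2 stood apart in both genotypes. RNA-seq of 9 testis samples (wild type, heterozygous and homozygous, 3 each) entered through the authors' deposited table of regressions for each of cis and trans genes.

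The first question was where the deletion lies and whether the contact counts carry it in every homozygous library. On chromosome 4, 2 adjacent 10 kb bins were almost empty in homozygotes. The bin from 107720001 to 107730000 held 11788, 17571 and 15152 contacts in the wild-type libraries and 28, 31 and 15 in the homozygous ones, 0.173% of the wild-type level after scaling. The bin from 107730001 to 107740000 held 19014, 30704 and 24221 contacts in wild type and 88, 131 and 83 in homozygotes, 0.414% of the wild-type level. Their left neighbour, 107710001 to 107720000, was at 74.6%. The next bins outwards were at 101% and 103%. Homozygous to wild-type ratios of the other 82 bins of the core lay between 0.923 and 1.08. The affected span is 30 kb, and the coverage of its 3 bins corresponds to 22.5 kb of missing sequence. By the gene table, the long non-coding RNA 1700047F07Rik overlaps the span; the nearest protein-coding genes are Dmrtb1 and Glis1 on the left, and Lrp8 and Magoh on the right. Searching chromosome 2, the chromosome with the most contacts, gave 0 deleted bins in place of 2.

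**Figure D1:**
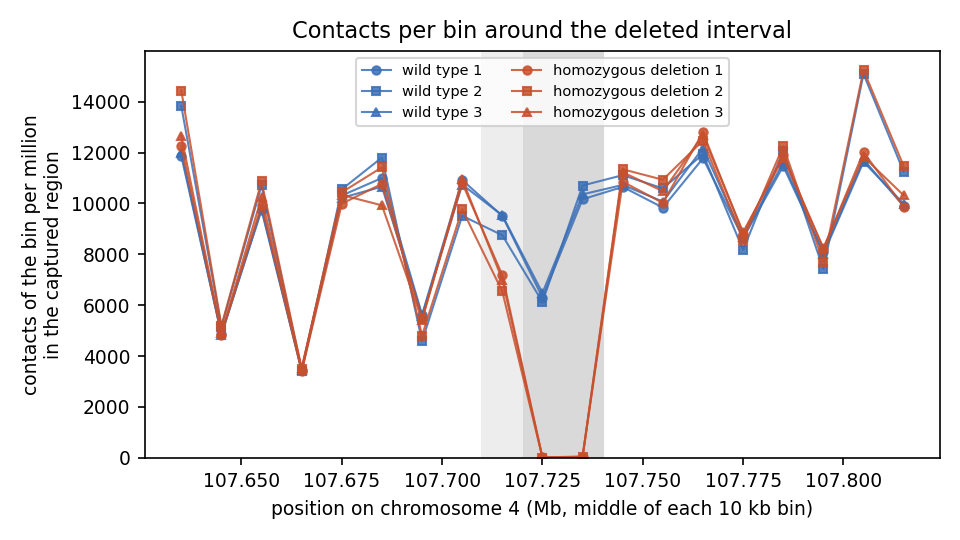
Contacts of each 10 kb bin, scaled to the same total over the captured region in every library (vertical axis), against position on chromosome 4 in Mb, with 1 line per library; dark grey marks the 2 deleted bins and light grey the partly deleted bin. The 3 homozygous libraries fall to 0.173% and 0.414% of the wild-type mean in the deleted bins and follow the wild-type libraries on either side.

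The main comparison asked whether removing the interval raises contacts between its flanks. At reference distances, contacts between the 500 kb on either side were at a log2 observed over expected of 0.18 ± 0.06 (SD, n = 3) in wild type and 0.49 ± 0.10 (SD, n = 3) in homozygotes. They rest on 30843 to 53598 contacts per wild-type library and 35496 to 74050 per homozygous library. The difference was 0.32, or 1.24-fold, larger than either SD, and every homozygous library (0.41, 0.60 and 0.46) lay above every wild-type library (0.14, 0.25 and 0.15; exact permutation p 0.1, the smallest possible). Within the replicate block, the differences between same-numbered libraries were 0.27, 0.36 and 0.32 (exact sign-flip p 0.25, the smallest possible for 3 pairs). The alternative that moved the difference most, chosen after the values were seen, took flanks of 250 kb with homozygous distances shortened by 3 bins and reversed it to -0.08. With flanks of 500 kb, the difference was 0.20 after shortening by 2 bins, 0.19 after shortening by 22.5 kb, and 0.11 after shortening by 3 bins (exact permutation p 0.2). Balancing the matrices over the whole region gave 0.10, and balancing over the core gave 0.30. The right flank of 500 kb runs past the end of the core at 107960000, where bins hold fewer contacts. With both flanks held to the core, wild type was at -0.08 ± 0.04 (SD, n = 3) and homozygotes at 0.26 ± 0.08 (SD, n = 3), a difference of 0.33. The level in wild type thus depends on the flanks and does not by itself show separate domains. Contacts within the flanks, measured against chromosome 2, differed by -0.0235, with a larger SD of 0.011. Every homozygous library lay below every wild-type library there (exact permutation p 0.1, the smallest possible). The scale of this measure includes contacts across the interval, so a rise across it lowers this value by construction. At 166 positions of chromosome 2 treated as boundaries, the largest difference in size was 0.057 (SD 0.018), and 0 positions reached 0.32 or 0.11. The positions overlap and are not independent.

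**Figure D2:**
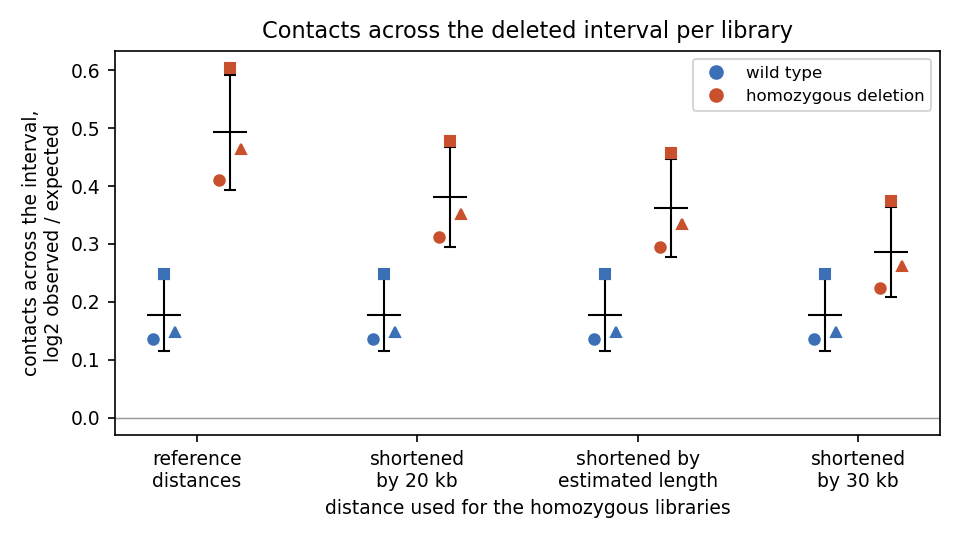
Log2 observed over expected contacts across the interval (vertical axis) for each library, with circles, squares and triangles for replicates 1, 2 and 3, and black bars for mean and SD, at 4 settings of the distance used for homozygous libraries. The difference between the genotypes falls from 0.32 at reference distances to 0.20, 0.19 and 0.11 as the assumed deletion grows.

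The difference varied with distance. Between bins 40 to 100 kb apart it was 0.76 at reference distances, 0.10 after shortening by 22.5 kb, and -0.35 after shortening by 3 bins. From 100 to 200 kb the same 3 values were 0.32, 0.12 and 0.04, and from 200 to 300 kb they were 0.20, 0.09 and 0.06. From 300 to 400 kb they were 0.27, 0.20 and 0.18, and from 400 to 500 kb they were 0.29, 0.29 and 0.28. Over 300 to 500 kb together, wild type was at -0.01 ± 0.07 (SD, n = 3) and homozygotes, shortened by 3 bins, at 0.23 ± 0.10 (SD, n = 3), a difference of 0.23 (exact permutation p 0.1). These classes were chosen after the values were seen. At 400 to 500 kb, few bin pairs within the flanks set the expectation. Measured against the decay of chromosome 2, the difference there was 0.17, and 0.12 after shortening by 3 bins. Contacts within the flanks at that distance differed by -0.14 against chromosome 2, with a larger SD of 0.11.

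**Figure D3:**
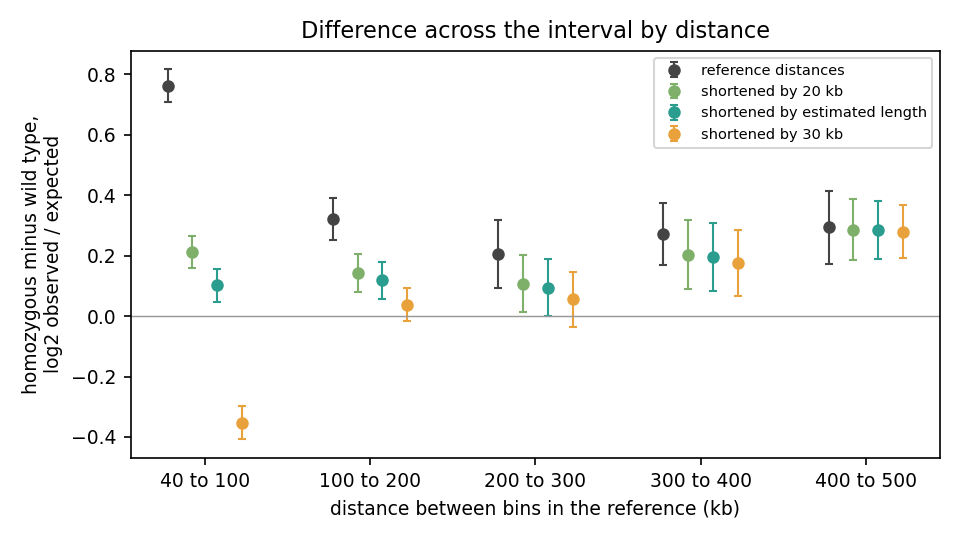
Homozygous minus wild-type difference in log2 observed over expected contacts (vertical axis) for 5 classes of distance in kb, at reference distances and after shortening; bars are the larger SD of the groups (n = 3 each). At 40 to 100 kb the points run from 0.76 to -0.35 with the assumed length. At 400 to 500 kb, where few bin pairs within the flanks set the expectation, they stay between 0.28 and 0.29.

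The share of contacts in the region spanning more than 200 kb was compared as a check on library quality. It was 45.1% ± 1.12 (SD, n = 3) in wild type and 46.7% ± 1.70 (SD, n = 3) in homozygotes, a difference of 1.57 points that is smaller than the larger SD (exact permutation p 0.3). Within the replicate block, the same-numbered libraries differed by 2.35, 1.14 and 1.23 points, all upwards, with a paired SD of 0.675 (exact sign-flip p 0.25, the smallest possible). Leaving out homozygous replicate 1 moved it most, to 0.709 points. In the chromosome 2 region the share was 33.6% ± 0.344 (SD, n = 3) against 35.0% ± 0.857 (SD, n = 3), with separate genotypes (exact permutation p 0.1).

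The 6 genes of the cis table were compared for their contacts with the 500 kb beyond the interval. All 6 had higher values in homozygotes at reference distances, each with every homozygous library above every wild-type library (exact permutation p 0.1 and adjusted p 0.1 for each, the smallest possible). Shortening by 3 bins moved this most and left 4 genes higher. Dmrtb1, left of the interval, was at 0.05 ± 0.02 (SD, n = 3) in wild type and 0.40 ± 0.03 (SD, n = 3) in homozygotes, on 7617 to 17567 contacts; its difference of 0.35 became -0.11 after shortening and 0.0066 after balancing. Gm12907, the long non-coding RNA with the largest difference of the 6, went from 0.46 to -0.03. For Glis1 the difference was 0.30, and 0.20 after shortening, and for Lrp8 it was 0.32, and 0.18 after shortening; after shortening the genotypes overlapped for both (exact permutation p 0.2 and 0.3). Differences of 0.32 for 4933424M12Rik and 0.31 for Lrp8os3 fell to 0.10 and 0.12. The genes lie close together, so their bins share contacts.

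Bin pairs of 20 kb were tested to place the change along the region. Of 14495 pairs, 1 passed an adjusted p of 0.05 with edgeR's quasi-likelihood test, and 649 (4.48%) had an unadjusted p under 0.05. The pair joins 107680001 to 107700000 with 107740001 to 107760000, the nearest tested bins on either side of the interval. It rose by 0.79 on the log2 scale (SE 0.14, edgeR adjusted p 0.000126), from 710 ± 36.4 CPM (counts scaled to the total of the tested pairs; SD, n = 3) in wild type to 1229 ± 145 (SD, n = 3) in homozygotes. Its counts were 395, 599 and 457 in wild type and 593, 1242 and 823 in homozygotes. In 9.15% of the tested pairs the genotypes did not overlap, where chance gives 10%. Including pairs with a deleted bin moved the number most, to 343, of which 325 were lower. Leaving out wild-type replicate 3 gave 0 pairs (577 with an unadjusted p under 0.05), and leaving out wild-type replicate 2 gave 12.

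With the replicate block, 68 pairs passed, 61 higher and 7 lower in homozygotes. All 61 higher pairs join the left with the right of the interval, at distances from 60 kb up and with a median over all called pairs across it of 250 kb. The 3 higher pairs with the smallest adjusted p in the blocked edgeR fit were the one above (log2 change 0.80, adjusted p 2.33e-34), 107680001 to 107700000 with 107760001 to 107780000 (0.60, adjusted p 2.64e-15), and 107620001 to 107640000 with 107740001 to 107760000 (0.58, adjusted p 8.18e-12). Among the lower pairs, 107740001 to 107760000 with 107880001 to 107900000, both right of the interval, changed by -0.45 (edgeR adjusted p 6.58e-06). A pair across the interval, 107460001 to 107480000 with 109220001 to 109240000, changed by -0.96 (edgeR adjusted p 0.0273), and a pair on its left, 103140001 to 103160000 with 107380001 to 107400000, by -0.96 (edgeR adjusted p 0.0274); both hold no more than 41 contacts in any library. In the chromosome 2 region 0 of 8094 pairs passed (299 with an unadjusted p under 0.05), and with the block 8 passed, all lower and all 20 kb apart. Entering the shorter distance as an offset beside the block left 13 pairs for 2 bins (10 higher), 12 for 22.5 kb (9 higher) and 12 for 3 bins (8 higher). The single pair called without the block did not stay higher. In these blocked edgeR fits its log2 change was 0.17 for 2 bins (adjusted p 0.564) and 0.06 for 22.5 kb (adjusted p 0.973), and it reversed to -0.33 for 3 bins (adjusted p 0.000401). A blocked fit held to the core, added after the values were seen, gave 82 higher and 66 lower pairs when scaled within the core, and 106 higher and 19 lower pairs when scaled over the whole region. With the offset for 22.5 kb, 3 pairs were lower, including the named pair right of the interval that changed by -0.45. Another on the right joins 107740001 to 107760000 with 107840001 to 107860000 (log2 change -0.32, edgeR adjusted p 0.000519). The last, on the left, joins 107240001 to 107260000 with 107260001 to 107280000 (-0.23, edgeR adjusted p 0.000535). All 9 that were higher at 22.5 kb with the offset were among the 61. Of these 9, 7 lie in a block of 15 bin pairs that joins 107420001 to 107520000, which overlaps Glis1, with 107800001 to 107860000, which overlaps Lrp8.

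**Figure D4:**
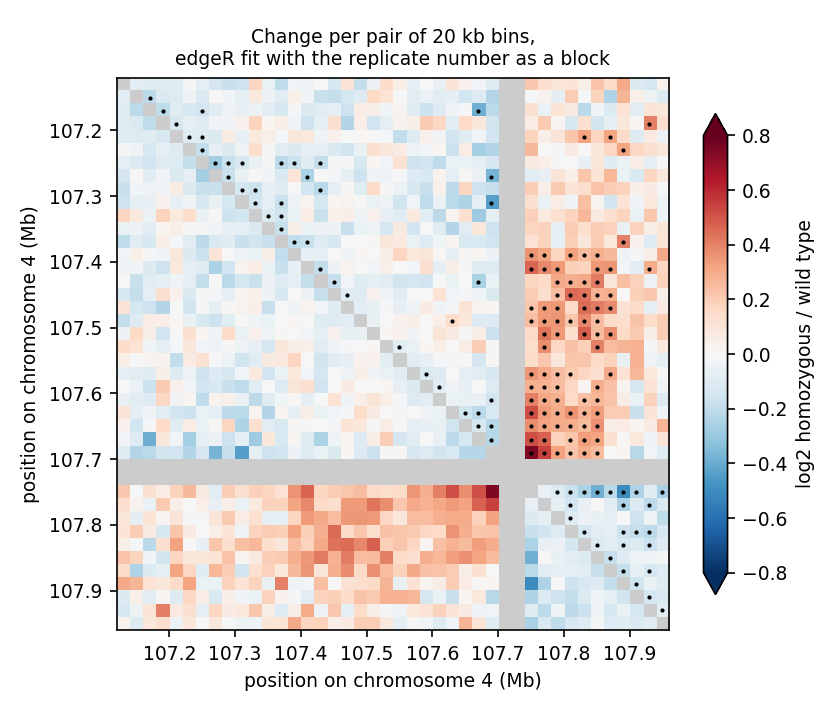
Log2 change from wild type to homozygous for each pair of 20 kb bins of the 850 kb core (both axes are positions on chromosome 4 in Mb; colour gives the change; grey is not tested), from the edgeR fit to the core scaled within the core, with the replicate number as a block and with reference distances. Dots mark the 148 pairs past an adjusted p of 0.05, of which 82 are higher and 66 lower; 81 of the higher ones cross the interval.

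Insulation scores were tested to find bins whose boundary strength changed. With windows of 250 kb over the whole region, 0 of 703 bins passed limma's adjusted p of 0.05, and 24 had an unadjusted p under 0.05; on simulated data the fit recovered 0 of 60 shifts of 0.5, so shifts of this size were not detectable. The bins with the largest rise (104230001 to 104240000, 0.78, limma adjusted p 0.342) and the largest fall (103120001 to 103130000, -0.58, limma adjusted p 0.957) lie outside the core. At the bins left and right of the interval, this fit gave rises of 0.10 and 0.08 with overlapping genotypes (limma adjusted p 0.988 and 0.995). Over the whole region the score also follows capture. In wild type it was 8.11 ± 0.40 (SD, n = 3) at the left bin, against -2.59 ± 0.37 (SD, n = 3) at the bin with the largest rise. Replicate 2 was highest at the left bin in both genotypes (8.56 and 8.60). Finding 0 bins in this fit therefore says little about boundary strength. The fit that moved the number most, chosen after the values were seen, was held to the core with windows of 100 kb and a replicate block, and gave 27 of 62 bins, 8 rises and 19 falls. Without the block, the core fit gave 5 bins, all rises. In that fit the bin left of the interval, 107700001 to 107710000, went from -0.58 ± 0.05 (SD, n = 3) to -0.16 ± 0.06 (SD, n = 3), a rise of 0.41 (SE 0.05, limma adjusted p 0.00167). The bin on its right, 107740001 to 107750000, rose by 0.39 (limma adjusted p 0.00111). All 3 homozygous libraries lay above all 3 wild-type libraries at both bins. From the shorter distance alone, the decay of contacts on chromosome 2 gives a rise at the left bin of 0.26 for 2 bins, 0.30 for 22.5 kb and 0.44 for 3 bins. In the core of chromosome 2, 0 of 168 bins passed (0 with an unadjusted p under 0.05).

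Expression was taken from the authors' regressions on genotype, which ask whether gene activity follows the deletion. The authors' deposited table of cis genes lists 6 genes, 0 of them at an FDR under 0.05 and 1 at an unadjusted p under 0.05. That gene is Dmrtb1, with a slope of 81.6 (t statistic 2.90, p 0.0229, FDR 0.137). In the authors' deposited table the slopes are 1.25 for Lrp8, 0.109 for 4933424M12Rik, 0.0850 for Glis1 and -0.00912 for Lrp8os3, each with an FDR of 0.991. Gm12907 has a p of 1 in the authors' deposited table. The authors' deposited table of trans genes lists 566 genes with p up to 0.00998, 0 of them at an FDR under 0.05, while all 566 have an unadjusted p under 0.05. Raising the limit to an FDR of 0.1 moved this most and admits 1 gene, the long non-coding RNA Gm38460 (slope 1.08, t statistic 13.7, p 2.55e-06, FDR 0.0917), named after its values were seen. The next FDR in the authors' deposited table is 0.564. Slopes are positive for 538 of the listed genes (95.1%) and negative for 28. The largest positive slopes in the authors' deposited table are those of Ybx2 (167), Ldha (86.3), Acot7 (65.5) and Spag4 (41.7). The most negative ones are those of Gm30127 (-1.27), Rhox3f (-0.73), the microRNA gene Mir3101 (-0.68) and Gm26608 (-0.53). These 8 genes have FDR values from 0.607 to 0.631.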

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

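The tests in this part were chosen only after the result was seen. A region on chromosome 2, in which no deletion was found, held far more contacts than its surroundings. Its core, 115200001 to 117080000, held 21497.7 contacts per bin on average over the 6 libraries, close to the 23074 of the core on chromosome 4. It was singled out because it is a signal outside the main measurement.

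One technical explanation is that sequence shared with the chromosome 4 region drew both into the capture or into the alignment. The highest ratio of chromosome 4 to chromosome 2 contacts among the libraries was 1.51 times the lowest, where a fixed sharing of reads would keep it the same. The spread comes from the replicate 2 libraries (0.854 and 0.826, against 0.567 to 0.608 in the other 4), and capture of a similar sequence can also vary between library batches, so shared sequence cannot be told apart from a separate target by this ratio. The core on chromosome 2 is longer, however, with 188 bins against 85 on chromosome 4. Its region also held more contacts than the chromosome 4 region in all 6 libraries. Both argue against sequence shared with the chromosome 4 core as the source of the whole region. Contacts per bin dropped by a factor of 4.83 at the left edge and 4.70 at the right edge, against 6.33 and 7.31 at the edges on chromosome 4. The edges were themselves set by coverage, which makes such a drop likely for any region chosen in this way, so it does not decide whether the probes had a separate target there. The labels do not name the targets, and a copy-number gain in the mice that spans the same bins was not tested directly. The region covers 2680 kb of a chromosome whose last bin ends at 182020000, and took 19.6% to 21.4% of all contacts in each library. A share of this size argues against a gain of a few copies as its sole cause. The 3 protein-coding genes in this core are BC052040, Meis2 and Tmco5. Wild-type and homozygous libraries carried the region at overlapping shares (21.0% ± 0.687 and 20.6% ± 0.902 of contacts, SD, n = 3 each, exact permutation p 0.5). Within the replicate block, the homozygous library was slightly lower for each number (21.35% to 21.05%, 20.19% to 19.60%, and 21.41% to 21.25%). No bin there was called deleted, so it serves as a region without the deletion, and no biological explanation was tested.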

How the results depend on the processing

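The settings described as added were chosen only after the results were seen. Of the alternative values over all results, 106 stayed within the spread of the libraries or, for counts, within 1.5 times the reported count; 42 moved beyond it and 3 reversed.

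Contacts across the interval kept their direction under 20 of 21 alternatives (7 planned, 14 added), with differences from -0.076 to 0.39, and across the 6 fits that each left out one library they ran from 0.26 to 0.36. The difference moved to 0.21 with flanks of 1 Mb, 0.11 with homozygous distances shortened by 3 bins, and 0.10 after balancing. Among added settings it was 0.20 with shortening by 2 bins and 0.19 with the length from coverage. With the decay of chromosome 2 as the expectation it was 0.12 for 2 bins, 0.10 for the length from coverage, and 0.020 for 3 bins. Balanced over the core it was 0.17, 0.14 and 0.050 for the same 3 lengths. Shortening by 3 bins gave 0.077 with flanks held to the core and 0.013 with balancing over the whole region, and reversed the difference to -0.076 with flanks of 250 kb. All of these settings but the wider flanks and the balancing alone assume a deletion, which by construction raises the number of contacts expected across it. Why wider flanks and balancing moved the value was not tested, though balancing also scaled up the few contacts of deleted bins in homozygotes. Among single genes, 44 of 54 alternatives stayed within the spread and 8 moved; shortening by 3 bins reversed Dmrtb1 to -0.11 and Gm12907 to -0.035, again with more contacts expected by construction.

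The number of bin pairs past the adjusted threshold was 1 in the planned fit and varied with the settings. It was 5 with library totals, 5 with normalization within distance classes, 2 with a mean count of at least 20, 5 with 10 kb bins, 0 with 50 kb bins (84 with an unadjusted p under 0.05) and 0 with the added 30 kb bins (254 with an unadjusted p under 0.05). Including pairs with a deleted bin gave 343, 325 of them lower, by construction. The replicate block gave 68 (61 higher, 7 lower), and with normalization within distance classes 76 (58 higher, 18 lower). The number of lower pairs in the region-wide fit thus also depends on the normalization. The block with shortened distances gave 13 for 2 bins, 12 for the length from coverage and 12 for 3 bins; the pair called in the planned fit was past the threshold with neither of the first 2 lengths and reversed to -0.33 with 3 bins. Held to the core, where fewer pairs are tested and counts are higher, the number was 7, and 148 with the block (66 lower). With the block and the scaling of the whole region it was 125 (19 lower), so most of the lower calls in the core depend on the scaling. Fits that each left out one library gave 0 to 12 pairs: 0 without wild-type replicate 3 (577 with an unadjusted p under 0.05), 12 without wild-type replicate 2, and 1 in each other fit. The causes of these moves were not tested, except where construction is named. DESeq2 and the fit without a filter each called the same single pair as the planned fit. Fewer than 0.5 of the simulated changes were recovered without the block (95 of 200), so many changes of 1 log2 unit would be missed at this depth.

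For insulation, all settings chosen beforehand and all fits that left out one library gave 0 bins past the threshold, with 16 to 53 at an unadjusted p under 0.05. The added fits held to the core with windows of 100 kb gave 5 bins, and 27 with the replicate block; fewer bins were tested there, and the cause was not tested further. The simulated shifts of 0.5 that the region-wide fit missed (0 of 60 recovered) are a limit of it, and so is a score that also follows capture.

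Under the other limits of distance, the difference in long-range share moved from 1.57 points by less than the larger SD of 1.70, to 0.901 points (over 500 kb) and 1.83 points (over 100 kb). With the replicate block it kept its value with a smaller SD, 0.675 points (exact sign-flip p 0.25, the smallest possible). Across the fits that each left out one library it ran from 0.709 points without homozygous replicate 1 to 2.41 points without homozygous replicate 2, and was 0.954 points without wild-type replicate 2. All 6 cis genes were higher with 50 kb bins and in each fit that left out one library, and 4 were higher after shortening. After balancing, Dmrtb1 differed by 0.0066, less than its SD of 0.074 (exact permutation p 0.9), Glis1 by 0.17, and the 4 genes on the right by 0.64 to 0.82; the cause was not tested. The 2 deleted bins were found under every setting chosen beforehand; the rule applied to chromosome 2 (added) gave 0. In the authors' deposited table, 0 genes pass an FDR of 0.01 and 1 passes an FDR of 0.1, which is the looser limit itself. The planned pseudocount of 0.1 was not run, because the files hold counts.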

Other observations

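Of the tests in this part, those of the whole difference across the interval and of the planned bin pair and insulation fits were set beforehand; all others were chosen only after the result was seen.

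A first hypothesis is that the rise in contacts across the interval comes only from the shorter distance between its flanks in the deleted chromosome. Shortening homozygous distances by all 3 bins left a difference of 0.11, with a larger SD of 0.08 and overlapping genotypes (exact permutation p 0.2); within the replicate block the same-numbered libraries differed by 0.09, 0.13 and 0.11. This length is an upper limit, since 1 of the bins is only partly deleted. With the 22.5 kb estimated from coverage the difference was 0.19, with an SD of 0.08. Against that, 3 bins with the decay of chromosome 2 left 0.020, and with balanced matrices 0.013. The scale of the first includes contacts across the interval, which lowers it by construction, and balancing kept the deleted bins. Shorter distance may still account for much of the difference, since 3 bins alone took it from 0.32 to 0.11. What argues against it as the whole cause is the part at longer distances. The parts by distance differ. At 40 to 300 kb the difference fell from 0.33 to 0.10 with the coverage length and to -0.039 with 3 bins, with SDs of 0.06 at both lengths. The coverage length thus leaves a remainder above the SD, but the genotypes overlapped (exact permutation p 0.2). Against the decay of chromosome 2 the remainder is 0.066, with an SD of 0.056 (exact permutation p 0.3). Balanced over the core it is 0.07 (SD below 0.01). The upper limit of 3 bins leaves none. The estimate from coverage assumes that contacts are spread evenly within a bin, so the length is not known well enough, and shorter distance as the sole cause cannot be told apart from a further rise at these distances. At 300 to 500 kb the difference fell from 0.29 only to 0.23 with 3 bins, with an SD of 0.10. Against the decay of chromosome 2 it fell from 0.22 at reference distances to 0.14 with 3 bins, with an SD of 0.05.

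Technical explanations of the same difference were tested. The libraries do differ beyond the interval. The share of contacts over 200 kb on chromosome 2 was 33.6% in wild type and 35.0% in homozygotes, and the share joining a bin to itself was 9.63% and 8.52%, with separate genotypes in both (exact permutation p 0.1, the smallest possible). The measure divides by contacts at the same distance in the same library, which largely removes such a difference. With it, 0 of 166 positions on chromosome 2 gave a difference as large as 0.32, and 0 gave one as large as 0.23 at 300 to 500 kb. The positions overlap, so they stand for a single region rather than for independent tests. Within that limit, they argue against decay or library quality as the cause of the values measured in this way. A change in capture was examined by balancing. Balancing kept the deleted bins and scaled up their few contacts in homozygotes, so it altered the genotypes differently beside the interval. The whole difference fell from 0.32 to 0.10 after balancing over the region, with an SD of 0.07, and was 0.30 after balancing over the core, with an SD of 0.02. With 3 bins of shortening as well, balancing over the region left 0.013. Because of the scaled deleted bins, these values neither exclude coverage as a cause nor measure its part. At 300 to 500 kb, balancing over the core with 3 bins of shortening left 0.23, with an SD of 0.04. Balancing over the whole region, which left 0.10 of the whole difference, was not measured by distance. Coverage as a cause is therefore not excluded at 300 to 500 kb. For the longer distances, a candidate explanation is a loss of separation between the neighbouring domains. This remains a hypothesis, since the distance classes were chosen on the same data. Contacts within the flanks at 300 to 500 kb also fell by 0.09 against chromosome 2. That fall accounts for a part of the value measured against the flanks. Some of the fall may come by construction, as the scale includes contacts across the interval.

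With 3 against 3 libraries there are 10 splits, and no share under 0.1 is possible. For bin pairs, 4 of the 10 splits gave at least 1 pair past the threshold. The other 3 gave 23, 11 and 15, and each puts both replicate 2 libraries on one side. A further split of that kind, wild-type replicates 1 and 2 with homozygous replicate 2, gave 0 (986 with an unadjusted p under 0.05). Deviations of same-numbered libraries from their group means correlated across bins of chromosome 4 with r of at least 0.875, which is consistent with a batch shared by equal numbers; on chromosome 2 the correlation of replicate 3 was 0.0846, so the batch may amount to replicate 2 against the others. With the replicate block, 1 of the 4 splits that part every pair, the real one, gave as many as 68 pairs, and the other 3 gave 0 (605 to 673 with an unadjusted p under 0.05). On chromosome 2, 0% of pairs passed without the block, which decides little beside a single pair on chromosome 4.

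For the blocked bin pairs, a difference running through whole libraries was tested on chromosome 2. There, 0% of pairs passed on the higher side, against 61 pairs on chromosome 4, which argues against it for the higher pairs. On the lower side, 6.50% of the pairs 20 kb apart passed on chromosome 2 (8 pairs), against 3.06% on chromosome 4 (3 pairs). The other 4 lower pairs on chromosome 4 are among 14397 that lie farther apart, where 0 of 7971 passed on chromosome 2 (463 of all pairs there had an unadjusted p under 0.05; Fisher's exact p 0.304). In the core the shares run the other way at 20 kb. Scaled within the core, 76.3% of these pairs were lower on chromosome 4 and 15.1% on chromosome 2 (294 of all core pairs there had an unadjusted p under 0.05), but in that scaling rises across the interval lower all other pairs. Scaled over the whole region, 34.2% (13 of 38) and 10.8% (10 of 93) were lower (Fisher's exact p 0.00237), and at 60 kb or more 6 of 706 and 0 of 4184 (Fisher's exact p 8.89e-06). Pairs that share bins are not independent, so these p-values are too small. Each chromosome was also adjusted on its own, and the many rises across the interval loosen the cut-off for lower pairs on chromosome 4. The shares of the 2 chromosomes are therefore not alike. A difference running through whole libraries cannot be told apart from a local change, for the lower pairs of the core or the 7 of the region-wide fit. Shorter distance as the whole cause of the higher pairs would leave none after the offset; 9 were left with the coverage length, but the pair nearest the interval, the single call without the block, was not among them (log2 change 0.06). The block of 15 bin pairs between Glis1 and Lrp8 that holds 7 of them went from 1.90 ± 0.22 (SD, n = 3) to 2.19 ± 0.19 (SD, n = 3) against the decay of chromosome 2 with that length. The replicate pairs differed by 0.40, 0.27 and 0.21, but the genotypes overlapped (exact permutation p 0.3), and the block was picked by its calls. A gain of contacts between these genes is a hypothesis only.

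The planned insulation fit gave 0 bins, as did all 10 of the 10 splits (14 to 90 with an unadjusted p under 0.05), and 0% of the bins of chromosome 2, so neither comparison decides anything there. In the core with windows of 100 kb, 1 of the 10 splits, the real one, gave as many as 5 bins. At an unadjusted limma p under 0.05 it gave 8 bins. Wild-type replicates 1 and 3 gave 24 with homozygous replicate 1 and 15 with homozygous replicate 3. Wild-type replicate 1 with homozygous replicates 1 and 3 gave 8, and every other split gave 0. The unadjusted count thus does not set the real split apart. In the core of chromosome 2, 0% of bins passed, which argues against a difference running through whole libraries. The rise of 0.41 at the left bin lies between the rises that shorter distance gives for 2 bins (0.26) and for 3 bins (0.44), and above that for the coverage length (0.30). As the length is known no better than this, shorter distance as the sole cause of the rise cannot be told apart from a further loss of insulation.

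In the authors' deposited table of trans genes, positive slopes far outnumber negative ones. Independent chance calls would give 359.7 listed genes among 35970 tests, 179.85 of them negative, but 28 are negative, which argues against independent chance. A shift shared by all genes, set from the positive slopes, would give 65.3 negative ones; since genes measured in the same libraries move together, the spread of that number is unknown and a shared shift cannot be told apart from changes in many genes. Such a shift could come from the normalization, from the mix of cells in each testis, or from the deletion, and none of these was tested here, as only summary values were used.

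Within 1 Mb on either side of the deletion, 2 of 67 annotated genes are listed in the authors' deposited table, Tceanc2 (slope 1.37) and Slc1a7 (slope 0.290). Over the whole genome 1.57% of the tests are listed. As 18.4% of 2353 windows of the same size elsewhere hold as many, an excess near the deletion is within chance, and with 2 genes it is not excluded.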
